A study of Mus musculus with 6 samples. Its data were reported in "NEIL1 and NEIL2 DNA glycosylases protect neural crest development against mitochondrial oxidative stress" (2019).

How the data were processed

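Total polyA RNA of teratomas from mouse E14TG2a embryonic stem cell clones was sequenced by the authors, with 3 Control and 3 Neil-TKO libraries. Tumours were grown from cells injected under the skin of immunodeficient mice, so each library can hold RNA of the host as well as of the transplanted cells. Library preparation used the TruSeq kit, and an Illumina HiSeq sequencer read 51 cycles. The authors mapped reads to NCBIM37 with TopHat and summarised them with HTSeq-count over a gene annotation distributed by Illumina. The deposited values are raw read counts per Ensembl gene, neither normalised nor filtered. Each file also lists alignments that fell in no gene, in more than 1 gene, or at more than 1 place in the genome. Reads with several alignments were left out of the gene counts by this procedure, so genes with near-identical copies are undercounted.

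The assembly NCBIM37 and its GENCODE annotation were used for gene symbols, positions, lengths and GC content. Of 37991 gene identifiers, 37205 were found in this annotation and 786 were not. Where a listed gene had an older symbol there, it was found through the synonyms of a RefSeq gene list (GRCm38.p6), which was used for names alone. Sox1 was not analysed here. All 37 mitochondrial genes were listed at 0 in every library, so the set of mitochondrially encoded genes could not be tested, and 7 gene sets were tested in place of the 8 planned. Of these 7 sets, 1 is not reported here, nor are the qPCR genes that belong to it.

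Samples were grouped by their titles. Genes were kept by filterByExpr, libraries were scaled by TMM, and Neil-TKO was compared with Control by the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with no covariate and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.1 and an absolute log2 fold change above 0.5, and counted again above 1. The standard error of a log2 fold change was derived as its size divided by the square root of F. Normalised values are CPM of the TMM-scaled library. Gene sets were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01, two-sided), at an adjusted p under 0.05. The sets, the tests and the alternatives were fixed before the data were examined, but after the study had been read, so the sets are not blind to it. The genes named in the text were chosen by a rule fixed at the same time. It takes the 3 targeted genes, the genes that the study measured by qPCR in teratomas, the 3 most changed Hox genes, and the 5 largest rises and 5 largest falls. The rises and falls were taken among called genes with a mean of at least 1 CPM and with the groups fully apart.

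The pairing of samples comes only from the replicate numbers in the titles. The clone numbers differ between the groups, so the block was left out of the main comparison and tried as an alternative. The other alternatives were the size factors of DESeq2 1.42.0, other filters on low counts, leaving out each library in turn, the DESeq2 Wald test with and without shrinkage of fold changes, limma-voom, a 5% FDR, a test against the fold-change threshold, an estimated inter-gene correlation, and sets without the genes the study names. Alternatives added after the data had been seen were an offset for GC content and exonic length (natural splines with 5 degrees of freedom, fitted per library), the same with the block, leaving out genes with at least 0.5 of their exonic 51-mers found at another exonic position, and leaving out chromosome X. GC content and length were known for 19123 of the 19163 tested genes.

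The procedure was tested on simulated counts drawn from the means, dispersions and library sizes of the real libraries, in which 200 genes had been changed by known amounts. Of these genes, edgeR recovered 84.5% with 18992 genes tested, with 0 in the wrong direction, and 14 unchanged genes were called, or 7.65% of its calls. DESeq2 recovered 83.5% with 19163 genes tested, and 23.4% of its calls were unchanged genes. A simulated set of 30 raised genes was found by camera, and a set of 30 unchanged genes was not (camera adjusted p = 0.544). The simulated genes were drawn independently of each other, so this does not test camera on sets of correlated genes.

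Assigned reads ranged from 66650113 to 72380358 per library. PCR copies were not marked, so counting error is a lower bound on the error of a library, and the spread between libraries was used for each comparison. Python 3.11 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used to read the files and the annotation. The pathway enrichment of the study was not repeated here.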

Results

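Gene expression was measured by RNA-seq in teratomas, tumours that pluripotent cells form when they are transplanted into immunodeficient mice and that contain derivatives of several germ layers. The transplanted cells were clones of the mouse embryonic stem cell (mESC) line E14TG2a. Control clones were compared with clones in which Neil1, Neil2 and Neil3, which encode DNA glycosylases of base excision repair, had been mutated together (Neil-TKO). Each group had 3 libraries, and each library came from 3 pooled teratomas of a single mESC clone. The Control libraries came from clones 1, 4 and 7, and the Neil-TKO libraries from clones 23, 85 and 93. Between 66650113 and 72380358 reads per library were assigned to genes. The number of assigned reads overlapped between the groups (exact two-sided permutation test, p = 0.7, where the smallest p that 3 against 3 libraries allow is 0.1). Of 37991 genes in each file, 28255 had at least 1 read and 19163 had enough counts to be tested. No pair of libraries of one group agreed within sampling noise. The chi-square per degree of freedom over genes was lowest between Neil-TKO 1 and Neil-TKO 3, at 6.20. No library was therefore taken to be listed under more than 1 label, and all 6 were counted as separate samples. The study describes the clones as independent, which this check cannot test. All tests between the groups rest on that independence. The labels name no sequencing batch, so no comparison within batches could be made.

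The targeted genes were examined first. Neil1 (ENSMUSG00000032298) lies on the minus strand of chromosome 9 at 56990607 to 56995929 in NCBIM37. Its start codon is in exon 2, at 56994685 to 56994864. Neil1 reached 8.72 ± 0.25 CPM (read counts scaled to the TMM-adjusted library size) in Control and 4.75 ± 0.38 in Neil-TKO (mean ± SD, n = 3 each). The log2 fold change of Neil1 was -0.88 with a standard error of 0.09 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00145). Neil2 (ENSMUSG00000035121) lies on the minus strand of chromosome 14 at 63801280 to 63812378, with its start codon in exon 2 at 63810542 to 63810695. Neil2 reached 4.03 ± 0.25 CPM in Control and 3.44 ± 0.15 in Neil-TKO (n = 3 each). Its log2 fold change of -0.23, with a standard error of 0.10, did not pass the 10% false discovery rate (FDR) in edgeR (adjusted p = 0.13), although the 3 Neil-TKO libraries were all below the 3 Control libraries. Neil3 (ENSMUSG00000039396) lies on the minus strand of chromosome 8 at 54672221 to 54724419, with its start codon in exon 1 at 54724110 to 54724419. Neil3 fell from 17.5 ± 1.59 to 1.00 ± 0.32 CPM (n = 3 each), a log2 fold change of -4.13 with a standard error of 0.22 (edgeR, adjusted p = 0.000373). The study deleted a region at Neil1 exon 2, Neil2 exon 2 and Neil3 exon 1, and showed this by genotyping PCR of the mESC lines. Its further evidence was a western blot of NEIL1 and qPCR of Neil2 and Neil3. The start-codon exon makes up 12.0% of the length of the annotated Neil1 transcript that holds it, 7.97% of that of Neil2 and 13.8% of that of Neil3. The counts cover all exons of a gene, so they do not show by themselves whether the targeted exon was lost.

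**Figure D1:**
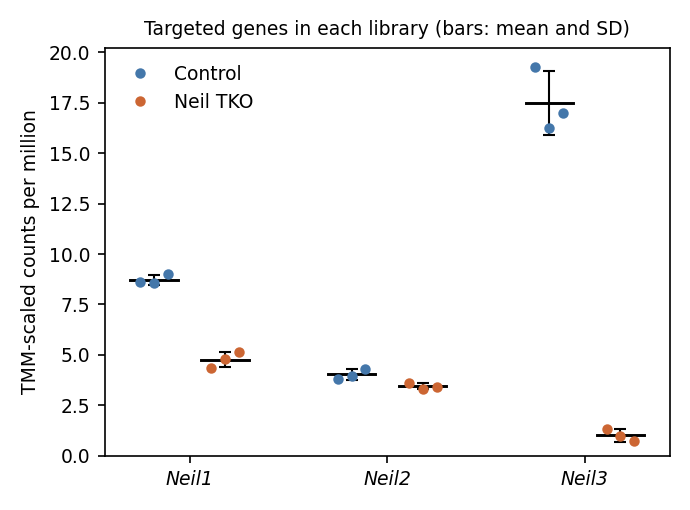
TMM-scaled CPM (vertical axis, linear from 0) of Neil1, Neil2 and Neil3 in the 3 Control libraries and the 3 Neil-TKO libraries; points are libraries, and bars show mean and SD. Neil3 lay at a mean of 17.5 CPM in Control and 1.00 CPM in Neil-TKO, while Neil2 differed by less than 1 CPM between the group means.

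To ask how the loss of the 3 glycosylases altered the teratoma transcriptome, all tested genes were compared between the groups. At 10% FDR with an absolute log2 fold change above 0.5, 1599 genes were higher and 1395 were lower in Neil-TKO teratomas (edgeR quasi-likelihood test). Above 2-fold, 640 genes were higher and 291 lower. Of the 2994 genes called, 2868 had all 3 Neil-TKO libraries on the same side of all 3 Control libraries. The alternative that moved these counts most was a test against the fold-change threshold itself, which called 697 genes up and 144 down. The groups share the replicate numbers 1 to 3, although the clones behind them differ. With the replicate number as a block, 1582 genes were up and 1411 down at 10% FDR, and 643 were up and 249 down above 2-fold. The deviations of same-numbered libraries from their group means correlated across genes with r of 0.0831, 0.148 and -0.0113 for numbers 1, 2 and 3 (genes are not independent replicates). The mean was 0.07 over these 3 pairs and -0.04 over the 6 pairs with different numbers, which is no independent baseline, since deviations within a group sum to 0. With the block, Neil1 had a log2 fold change of -0.88, Neil2 of -0.23 and Neil3 of -4.15, and the first principal component of all libraries, which held 57.1% of the variance, separated the groups.

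Among genes with a mean of at least 1 CPM, the largest rises were those of Gm16493, Dmrtc1b, Ceacam9 and a pair of RIKEN cDNA genes, ENSMUSG00000043549 and ENSMUSG00000031179. Gm16493 (ENSMUSG00000078306, chromosome 9, 56995987 to 56999744) rose from 0.74 ± 0.13 to 7.61 ± 0.14 CPM (n = 3 each), a log2 fold change of 3.37 with a standard error of 0.15 (edgeR, adjusted p = 0.000261). It lies 58 bp from Neil1 and is annotated on the opposite strand. The other 4 had log2 fold changes from 2.67 for ENSMUSG00000031179 to 3.14 for ENSMUSG00000043549. Of the 5, Dmrtc1b and both RIKEN cDNA genes are on chromosome X. For Dmrtc1b, 16.2% of the exonic 51-mers also occur at another exonic position, so its counts are uncertain. The largest falls were those of Hbb-y, Hbb-bh1, Neil3, Hba-x and Cxcl13. The embryonic globin genes Hbb-y, Hbb-bh1 and Hba-x had log2 fold changes of -4.52, -4.37 and -4.04, at Control means of 4.15, 2.40 and 2.80 CPM. Cxcl13 (chromosome 5) fell from 18.4 ± 7.25 to 1.20 ± 0.34 CPM (n = 3 each), a log2 fold change of -3.94 with a standard error of 0.39 (edgeR, adjusted p = 0.00128).

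Whether pluripotency, germ layer, neural crest and Hox genes differed was tested on gene sets with camera. The value given is the mean difference in log2 CPM between the groups over a set, minus that of all other tested genes. It is not a mean of the edgeR log2 fold changes given for single genes. Each p was adjusted over all 7 sets tested by the Benjamini-Hochberg method. The pluripotency set (29 genes tested) was higher in Neil-TKO by 1.20 (limma camera, adjusted p = 2.61e-15), and 27 of its genes were called up. The endoderm set (23 genes) was higher by 0.44 (camera, adjusted p = 0.0013), with 12 genes called up and 3 down. The mesoderm set (22 genes) differed by -0.0025 (camera, adjusted p = 0.537) and the neuroectoderm set (27 genes) by -0.11 (camera, adjusted p = 0.402), and neither passed the threshold. The neural crest set (38 genes) was lower, at -0.39 (camera, adjusted p = 0.00606), with 12 genes called down and 3 up. The Hox clusters (31 genes) were lower, at -1.04 (camera, adjusted p = 7.26e-09), with 24 genes called down and 1 up. Their most changed members were Hoxd3, Hoxd11 and Hoxa9, with log2 fold changes of -2.50, -2.12 and -1.84. In the pluripotency, endoderm, neural crest and Hox sets, the scores of all 3 Neil-TKO libraries were on one side of all 3 Control libraries. The alternative that moved the calls of the sets most was a camera test with the correlation between genes estimated from the data, under which these 4 sets each had an adjusted p of 0.211. Without the genes that the study names, the neural crest set no longer passed the threshold, at -0.15 (camera, adjusted p = 0.306). The Hox clusters were not tested in this way, although the study names Hox genes that were lower in these teratomas. With the replicate number as a block, the set values were unchanged and the camera adjusted p was 2.52e-16 for pluripotency, 0.000912 for endoderm, 0.00898 for neural crest and 8.08e-11 for the Hox clusters.

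**Figure D2:**
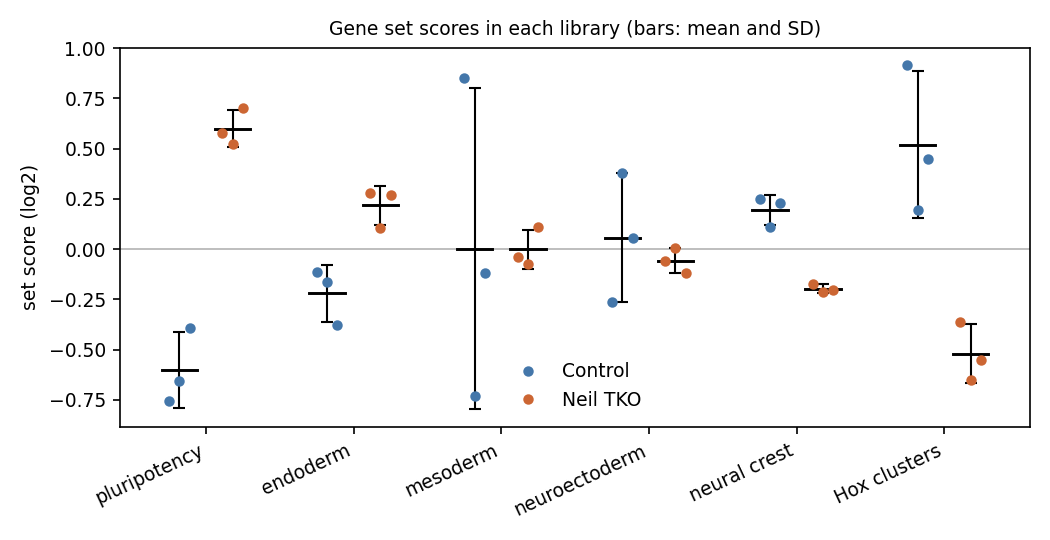
Score of each gene set (vertical axis, log2 units) in the 3 Control and 3 Neil-TKO libraries: the mean log2 CPM of the set's genes, each centred over all 6 libraries, minus that of all other tested genes. Points are libraries and bars show mean and SD; the mesoderm scores of the Control libraries range from -0.73 to 0.85, while those of Neil-TKO range from -0.07 to 0.11.

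Germ layer, neural crest and pluripotency markers that the study measured by qPCR in teratomas were examined one by one. Pou5f1 and Nanog rose by 1.28 and 1.38 on the log2 scale, with standard errors of 0.15 and 0.14 (edgeR, adjusted p = 0.00177 and 0.00136). Klf4 rose by 0.63 and the endoderm marker Gata6 by 0.73. The mesoderm marker Eomes changed by 0.21 with a standard error of 0.31, less than the spread between the Control libraries (edgeR, adjusted p = 0.63), but without Control 2 it was called up at 0.63 (edgeR, adjusted p = 0.0402). Of the neuroectoderm markers, Pax6 had a log2 fold change of -1.25 and Pax2 of -0.89, and both were called. Nes changed by -0.22, and its groups overlapped. The Control libraries varied widely for Pax6, at 16.5 ± 9.50 CPM against 6.93 ± 0.54 in Neil-TKO (n = 3 each). The neural crest markers Pax3, Hoxa2, Tfap2b and Neurog1 had log2 fold changes of -1.45, -1.22, -1.75 and -0.90, and all 4 were called (edgeR, adjusted p between 0.000752 for Tfap2b and 0.0264 for Neurog1). The calls of Klf4, Pax6, Pax2 and Neurog1, and that of Hoxd11 above, were each lost in at least 1 of the 3 fits that left out a Neil-TKO library.

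The called genes were not spread evenly over the chromosomes. Of 763 tested genes on chromosome X, 221 were called up, or 29.0%, against 1373 of 18360 genes elsewhere, or 7.48% (Fisher's exact test, two-sided, odds ratio 5.04, p = 1.36e-65, adjusted over 2 tests p = 2.73e-65). Among the genes called down the odds ratio of chromosome X was 0.66 (Fisher's exact test, two-sided, adjusted p = 0.0125). Genes are not independent replicates. The chromosome X genes that rose were concentrated between Arhgef6 and Fndc3c1, at 54484662 to 103680740, a stretch whose bounds were found in Control 1 and Neil-TKO 1 alone. With all 6 libraries, the start of the stretch moved to Ldoc1 at 58962789, with 185 genes, and its end stayed. A scan in windows of 25 genes gave wider bounds, 53862934 to 109812260, with 214 genes. Of 194 protein-coding genes with at least 1 CPM in this stretch, 115 were called up and 2 down, and their median log2 fold change was 0.59. Of 360 such genes on the rest of chromosome X, 39 were called up and 22 down, and the median was -0.05. Dmrtc1b, ENSMUSG00000043549 and ENSMUSG00000031179 all lie within the stretch.

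**Figure D3:**
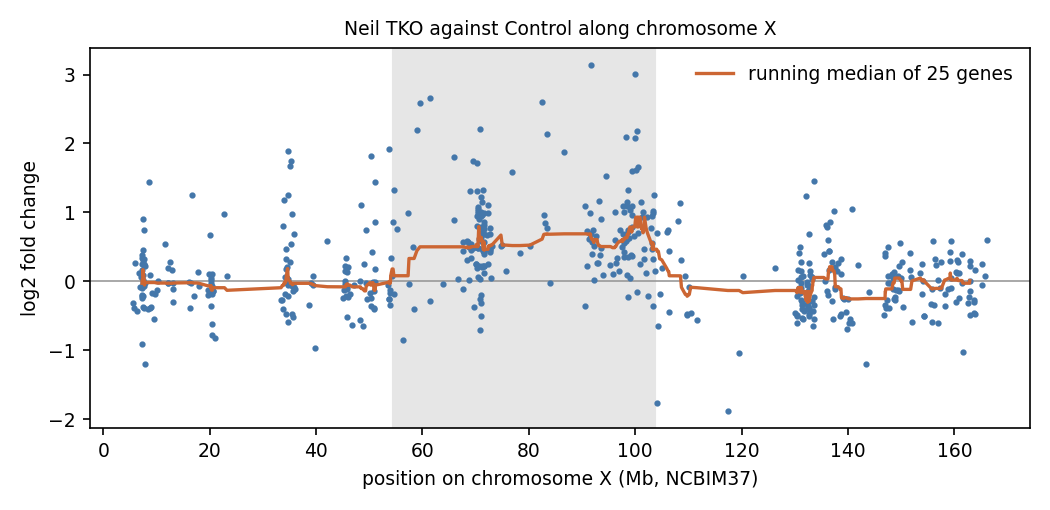
Log2 fold change of Neil-TKO against Control (vertical axis) of protein-coding genes with a mean of at least 1 CPM by position on chromosome X (horizontal axis, Mb, NCBIM37); points are genes, the line is a running median of 25 genes, and the shaded stretch is the one bounded in Control 1 and Neil-TKO 1. The median is 0.59 inside the stretch and -0.05 on the rest of the chromosome.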

Values the study reported

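The study called genes at a false discovery rate of 10% with a log2 fold change above 0.5 using DESeq2. Its pathway enrichment took the called genes with a log2 fold change above 1, and pathways passed at a 5% FDR.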

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

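The tests in this part were chosen after the result had been seen. Alignments at more than 1 place in the genome, which enter no gene count, were more frequent in the Neil-TKO libraries. They numbered 16.9 ± 0.14 per 100 assigned reads in Neil-TKO and 14.6 ± 0.20 in Control (mean ± SD, n = 3 each). The result is raised here because it is a signal outside the gene counts that stands above the Control level. The lowest Neil-TKO library, at 16.8, was above the highest Control library, at 14.8 (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). Alignments in no gene and in more than 1 gene also separated the groups, in the opposite direction. Those in no gene numbered 16.3 ± 0.26 per 100 assigned reads in Control and 15.5 ± 0.55 in Neil-TKO, and those in more than 1 gene 2.79 ± 0.016 and 2.72 ± 0.0051 (n = 3 each, exact two-sided permutation test, p = 0.1 for each). Sequencing depth did not account for it: the Neil-TKO library had fewer assigned reads in 6 of the 9 pairs of a Neil-TKO and a Control library, so the depths overlapped.

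A candidate explanation is that genes with near-identical copies were more expressed in Neil-TKO. For each gene, the part of its exonic 51-mers found at another exonic position was used to predict how many of its reads had several alignments, with that part capped at 0.9. A first version of this measure counted overlapping genes at one locus as copies and was corrected. The predicted numbers were 15.7 per 100 assigned reads in Control and 17.2 in Neil-TKO, a rise that is 0.664 of the observed one. These predictions count reads, while the observed numbers count alignments. They also lay above the observed 14.6 in Control and 16.9 in Neil-TKO, so the observed level was not reproduced. The ratio of the rises was 0.358 with a cap of 0.5 and 0.747 with a cap of 0.98. For these reasons the test does not settle how much is accounted for. Transcripts of repeats outside annotated exons were not analysed here. A biological source, such as a change in expressed gene families after loss of Neil1, Neil2 and Neil3, cannot be told apart from the way in which reads were counted.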

How the results depend on the processing

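Across 21 alternatives, 4 of them chosen after the data had been seen, the pluripotency, endoderm, neural crest and Hox sets kept their direction wherever they were computed. Under the alternatives, the pluripotency value ranged from 1.12 to 1.30, endoderm from 0.36 to 0.50, neural crest from -0.44 to -0.15, and the Hox clusters from -1.24 to -0.84. With the inter-gene correlation estimated from the data, their values stayed at 1.20, 0.44, -0.39 and -1.04, but none passed the threshold (camera adjusted p = 0.211 for each). Without the genes that the study names, an alternative not computed for the Hox clusters, the neural crest set was at -0.15 and no longer passed the threshold. The cause of these changes was not tested.

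In the full comparison the mesoderm set lay close to 0, at -0.0025, and its sign moved between alternatives. With the DESeq2 Wald test it was -0.31, and with at least 10 counts in every sample -0.0851. The DESeq2 value was taken from the fold changes of that tool and the others from log2 CPM, so the measure differs too. The mesoderm set therefore lay near 0 or away from it depending on setting and measure. It was 0.0428 with the GC and length offset, 0.0428 with this offset and the replicate block, 0.0012 without genes whose exons are mostly shared, and 0.0093 without chromosome X, and it ranged from -0.37 to 0.42 across the 6 fits that each left out one library. The neuroectoderm set ranged from -0.28 to 0.0448 across these 6 fits. It passed the threshold in 1 of them and had the other sign in 1. Neither set passed it in the full comparison, and the cause was not tested.

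Of the gene counts, those up at 10% FDR ranged from 1302 to 1803 across the fits that each left out one library, those down from 771 to 2149, those up above 2-fold from 571 to 714, and those down above 2-fold from 209 to 463. The highest counts of genes down came without Control 1. DESeq2 with shrunken fold changes gave 856 genes down, 239 up above 2-fold and 44 down above 2-fold. The test against the fold-change threshold gave 697 up, 144 down, 78 up above 2-fold and 8 down above 2-fold. Under the other alternatives that kept all libraries the 4 counts stayed within 1.5 times. DESeq2 without shrinkage called 1466 genes up and 1512 down, and 2723 genes were called by both tools, with 0 in opposite directions. The cause of these differences was not tested.

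The log2 fold changes of Neil1, Neil2 and Neil3 kept their sign under the 16 alternatives that gave them a value. Neil1 and Neil3 were called under each of these. Neil2 was called under none, since its log2 fold change stayed under 0.5 in size, but without Control 1 it passed the 10% FDR (edgeR, adjusted p = 0.0843). Of the 24 other named genes, 18 were unchanged under the alternatives that tested them. For the other 6 genes, 12 values changed: 10 were weaker, 1 stronger and 1 reversed. The reversed and the stronger value were those of Eomes, which ranged from -0.0636 without Control 1 to 0.63 without Control 2, where it was called up (edgeR, adjusted p = 0.0402). Pax6 was no longer called with limma-voom (adjusted p = 0.102) or in the 3 fits that each left out a Neil-TKO library, and its Control libraries differed widely. With at least 10 counts required in every sample, Hbb-y, Hbb-bh1, Hba-x, Dmrtc1b and Hoxd11 had no value. No alternative gave a value for the mitochondrially encoded set, whose genes are listed at 0. The depth limits genes with few reads: at a mean of 1.00 CPM in Neil-TKO, Neil3 had 88, 64 and 49 reads in the 3 libraries.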

Other observations

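The tests on the stretch of chromosome X and on the stretches of autosomes were chosen after the results had been seen. The same holds for those on chromosome X genes in the sets, on library depth and on GC content and length. The other tests were written down before. The idea of testing chromosome X and trophoblast genes came from reading the study.

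The number of genes that differed was set against technical explanations. The mean depth of the Neil-TKO libraries was 99.5% of that of Control. The 10 most counted genes took 0.335 percentage points more of the reads in Neil-TKO. With an offset for GC content and length, 3004 genes were called against 2994 without it. The largest median log2 ratio of an autosome in a Neil-TKO library was 0.0489 in size, so no gain or loss of a whole autosome was visible. None of these 4 accounted for the number of genes. Of the 10 splits of the 6 libraries into groups of 3, 4 part all same-numbered pairs, and the other 6 part 1 pair only, so that a pair falls within a group. Among the 4, the real split alone gave as many genes up, genes down, genes up above 2-fold and genes down above 2-fold (1 of 4 in each case), and each of the 9 other splits called 0 genes. At an unadjusted p under 0.05 these splits had 130 to 1618 genes. For the pluripotency, endoderm, neural crest and Hox sets, the real split alone of the 4 gave a value as large (1 of 4). For mesoderm 4 of 4 and for neuroectoderm 3 of 4 splits did. With 4 such splits, 1 is the smallest count that can be reached, so these counts cannot exclude that the libraries fell into such groups by chance.

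A stretch of chromosome X stood out. Its bounds, Arhgef6 to Fndc3c1, were placed in Control 1 and Neil-TKO 1 alone, where no shuffled gene order gave so strong a contrast (permutation p = 0.005, the smallest that they can give). Shuffling does not keep any joint regulation of neighbouring genes. In the other 4 libraries, the median log2 difference was 0.60 inside the stretch and -0.01 on the rest of chromosome X. Relative to the mean of Control, the medians inside were 0.61, 0.58 and 0.59 in Neil-TKO 1, 2 and 3. A few strongly changed genes did not account for it, since 87.1% of the genes in the stretch had a positive difference in the other 4 libraries, against 48.9% on the rest of the chromosome. Among genes with a mean of at least 50 CPM the median inside the stretch was 0.66 above that of the rest. Such a limit does not remove genes linked to pluripotency, so this test does not exclude more pluripotent-like cells in Neil-TKO as a part of the pattern. Such cells alone give no reason for the contrast between one contiguous stretch and the rest of the chromosome. The median log2 fold change over the whole chromosome was 0.14, which mixes the stretch with the rest of the chromosome. With a median of -0.05 in that rest, a shift of all of chromosome X did not account for the pattern. A gain of this stretch, shared by the 3 Neil-TKO clones, is a candidate explanation. DNA was not analysed here, and with clone and genotype inseparable in this design, a shared event in the history of the clones cannot be told apart from an effect of the mutated genes.

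The sex of cells was examined through Xist and the Y chromosome. Xist, which lies in the stretch at 100655714, was higher in all 3 Neil-TKO libraries (log2 fold change 0.35, edgeR adjusted p = 0.0438). The mean of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y overlapped between the groups, so loss of the Y chromosome was not visible in it. Among them, Kdm5d was lower in all 3 Neil-TKO libraries (log2 fold change -0.19, edgeR adjusted p = 0.0575). Ddx3y, Uty and Eif2s3y changed by 0.11, -0.07 and 0.01. The rise of Xist does not by itself tell host cells of the other sex from a rise of the stretch it lies in. Such cells would not be limited to one stretch, and with a median of -0.05 on the rest of chromosome X they did not account for the pattern. Leaving out chromosome X changed no call of the sets reported. The endoderm, mesoderm and Hox sets kept all their tested genes, so for them the test had no gene to remove. The direction changed for mesoderm alone, which lay near 0, and this did not come from genes in the set. The pluripotency set went from 29 to 28 genes, at 1.22, and the neural crest set from 38 to 37, at -0.38. Chromosome X genes in these sets did not account for their differences.

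In a scan of all chromosomes with windows of 25 genes, autosomes had 2 stretches in which every Neil-TKO library shifted by more than 0.3 from the Control mean in some window. The window size and this threshold were chosen after an earlier look at the data with other settings. On chromosome 18, at 36664583 to 38498657, the median log2 fold change of 48 genes was -0.38, with 18 called down and 2 up. The stretch holds the protocadherin beta genes. Among the 45 genes with less than 10% shared 51-mers it kept 0.871 of its size, so shared reads did not account for it. On chromosome 4, at 141349527 to 147540533, the median of 44 genes was 0.21, with 18 called up and 1 down. This shift kept 0.171 of its size among the 30 genes with little shared sequence, so it was carried by the genes with more. Reads with several alignments were not counted, and the test cannot tell a change of these genes from reads assigned to the wrong copy. No biological explanation of these stretches was tested.

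The gene sets may also reflect the cell makeup of the tumours. Of 5 marker lists, the trophoblast list (11 genes) was higher in Neil-TKO by 0.98 (camera, adjusted p = 0.00175) and the myeloid list (9 genes) was lower, at -0.43 (camera, adjusted p = 0.00214). In both lists all 3 Neil-TKO libraries were on one side of all 3 Control libraries. The erythroid and fibroblast lists each had a camera adjusted p of 0.198 and the endothelial list one of 0.62. More trophoblast-like cells in Neil-TKO therefore remain as an explanation beside a change within cells, and bulk counts do not separate these. Fewer host myeloid cells alone would raise the genes of all other cells alike. The pluripotency set, at 1.20, and the Hox clusters, at -1.04, moved in opposite directions. This argues against fewer myeloid cells alone as the source of both shifts.

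The neighbours of Neil1 changed with it. Gm16493, 58 bp from Neil1, had a log2 fold change of 3.37, and Man2c1, 78 bp from its other end, had one of -0.53 with a standard error of 0.04 (edgeR, adjusted p = 0.000908). The next protein-coding genes on either side, Commd4 and Sin3a, changed by 0.13 and 0.17. Beside Neil2, Gata4 at a distance of 5381 bp rose by 0.74, while Fdft1 changed by 0.05. No explanation of these changes was tested.

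The Control libraries differed more from each other than the Neil-TKO libraries did. The median over 19163 genes of the SD between libraries was 0.130 in Control and 0.0796 in Neil-TKO, in log2 units. The median absolute log2 difference was 0.186, 0.145 and 0.118 for the 3 pairs of Control libraries, and 0.0875, 0.0793 and 0.107 for the 3 pairs of Neil-TKO libraries. The difference in spread was not tested.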
